# Repression of YdaS Toxin Is Mediated by Transcriptional Repressor RacR in the Cryptic *rac* Prophage of *Escherichia coli* K-12

**DOI:** 10.1128/mSphere.00392-17

**Published:** 2017-11-22

**Authors:** Revathy Krishnamurthi, Swagatha Ghosh, Supriya Khedkar, Aswin Sai Narain Seshasayee

**Keywords:** prophages, toxin-antitoxin, transcriptional repressor

## Abstract

Horizontal gene transfer is a major driving force behind the genomic diversity seen in prokaryotes. The cryptic *rac* prophage in *Escherichia coli* K-12 carries the gene for a putative transcription factor RacR, whose deletion is lethal. We have shown that the essentiality of *racR* in *E. coli* K-12 is attributed to its role in transcriptionally repressing toxin gene(s) called *ydaS* and *ydaT*, which are adjacent to and coded divergently to *racR*.

**IMPORTANCE** Transcription factors in the bacterium *E. coli* are rarely essential, and when they are essential, they are largely toxin-antitoxin systems. While studying transcription factors encoded in horizontally acquired regions in *E. coli*, we realized that the protein RacR, a putative transcription factor encoded by a gene on the *rac* prophage, is an essential protein. Here, using genetics, biochemistry, and bioinformatics, we show that its essentiality derives from its role as a transcriptional repressor of the *ydaS* and *ydaT* genes, whose products are toxic to the cell. Unlike type II toxin-antitoxin systems in which transcriptional regulation involves complexes of the toxin and antitoxin, repression by RacR is sufficient to keep *ydaS* transcriptionally silent.

## Abstract (precis)

Transcription factors in the bacterium *E. coli* are rarely essential, and when they are essential, they are largely toxin-antitoxin systems. While studying transcription factors encoded in horizontally acquired regions in *E. coli*, we realized that the protein RacR, a putative transcription factor encoded by a gene on the *rac* prophage, is an essential protein. Here, using genetics, biochemistry, and bioinformatics, we show that its essentiality derives from its role as a transcriptional repressor of the *ydaS* and *ydaT* genes, whose products are toxic to the cell. Unlike type II toxin-antitoxin systems in which transcriptional regulation involves complexes of the toxin and antitoxin, repression by RacR is sufficient to keep *ydaS* transcriptionally silent.

## INTRODUCTION

Horizontal gene transfer (HGT) contributes to the vast genome diversity seen in prokaryotes. The size of the genome of *Escherichia coli* ranges from under 4 Mb to under 6 Mb. The core genome constitutes only ~10% of the gene families represented across these *E. coli* genomes. The rest of the genetic content is variable across strains and often found in genomic islands (1). Many virulence factors and determinants of antibiotic resistance are known to be horizontally acquired and encoded, for example, by genes carried on autonomously replicating plasmids and chromosomally replicating prophages (2, 3).

The genome of the laboratory strain *E. coli* K-12 comprises nine cryptic prophages which constitute 3.6% of its total genome. Among these prophages is a cryptic prophage called *rac*. 

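In the RefSeq annotation of *E. coli* K-12 MG1655 (assembly ASM584v2, chromosome NC_000913.3), the interval that the paper lists in its strain table as the deletion of the entire *rac* prophage runs from position 1411925 to 1434984, which is 23060 bp. The annotation places 33 genes wholly inside this interval, of which 29 are protein coding, 2 are pseudogenes and 2 are noncoding RNAs. The gene *racR* (b1356) lies at 1419765 to 1420241 and is 477 bp long. Its neighbor *ydaS* (b1357) lies at 1420365 to 1420661 and is 297 bp long, and the 123 bp from 1420242 to 1420364 between them belong to no annotated gene. The next gene, *ydaT* (b1358), lies at 1420684 to 1421106, and 22 bp separate it from *ydaS*. The other toxin genes of the prophage are *ralR* (b1348, 1413733 to 1413927) and *kilR* (b1352, 1418008 to 1418229).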

The *rac* prophage is 23 kb long and carries 29 genes. Among these genes is a putative transcription factor called RacR, whose deletion is lethal to the cell.

In attempting to explain the essentiality of the horizontally acquired *racR* gene, we used a combination of genetics, biochemistry, and bioinformatics to present evidence that RacR is indeed a transcriptional repressor. We show that RacR binds to its own upstream sequence and represses the adjacent and divergently coded *ydaS-ydaT* gene pair. *ydaS* and *ydaT* encode toxic products. Thus, the *ydaST-racR* module forms a “toxin-repressor” combination, making RacR essential to the cell.

## RESULTS

### RacR is an essential transcriptional regulator.

The *rac* prophage is a cryptic and mosaic prophage in *E. coli*. Its size and gene content vary across *E. coli* strains, with only a few highly conserved genes, including *recE*, involved in an alternative homologous recombination pathway, and *trkG*, a potassium ion permease (Fig. 1A). Among the less-conserved portion of the *rac* prophage is a gene encoding a predicted transcription factor called RacR. It contains a weak helix-turn-helix motif and at best is very distantly related to the lambda *cI* repressor (15% identity by Needleman-Wunsch global alignment). Its deletion is presumed to be lethal. The Keio collection of *E. coli* single gene deletion mutants does not contain Δ*racR* (4), and we were unable to delete *racR* by homologous recombination. Nevertheless, the entire *rac* prophage could be deleted (we refer to this as Δ*rac* here), and the prophage excises at high rates in certain genetic backgrounds (5). Hence, we hypothesized that RacR could be a repressor of a toxin in the same prophage. Because the *rac* prophage carries a previously reported toxin called KilR, an inhibitor of cell division (6), we initiated our screen for the toxin by attempting to delete *racR* in the Δ*kilR* strain. However, we found that Δ*racR* could not be obtained even in a Δ*kilR* background.

**FIG 1:**
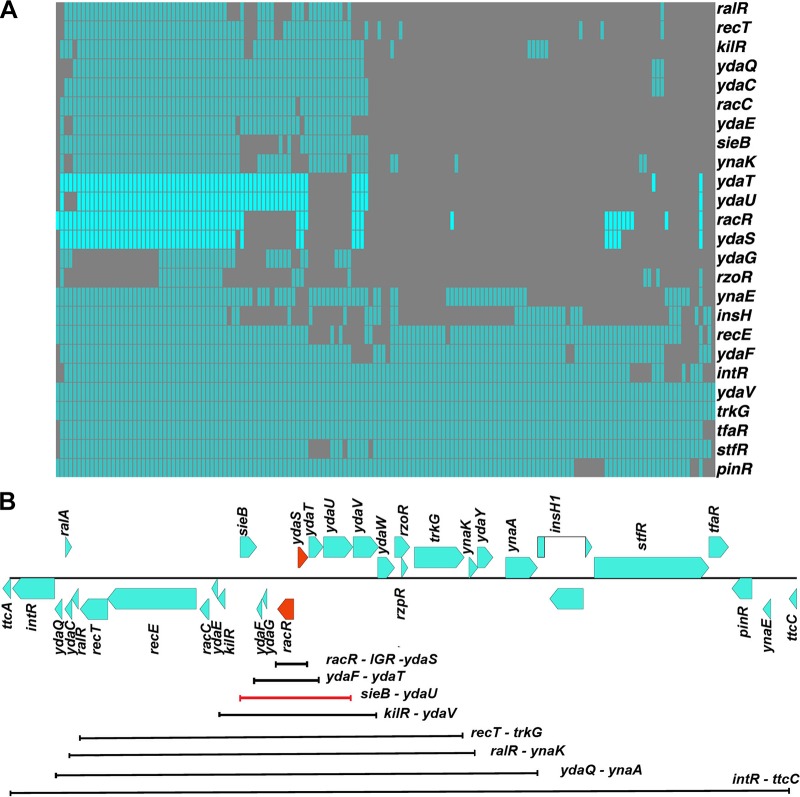
(A) Matrix showing the conservation of *rac* prophage genes across 154 *E. coli* genomes. The absence (gray) and presence (cyan) of any gene is indicated. The *racR*, *ydaS*, *ydaT*, and *ydaU* genes are shown in bright cyan. Note that the presence of *ydaS* is always accompanied by the presence of *racR*. (B) Map of the *rac* prophage showing the putative regulatory genes in orange. The lines indicate deletions, each of which included a deletion of *racR*. The red line shows the region from the *sieB* gene to the *ydaU* gene deleted, which left the *kilR* gene intact in the absence of* racR*.

We then deleted successively shorter segments, each containing *racR*, of the prophage. If a deletion attempt removed *racR* but not the toxin that RacR might repress, we would not recover the mutant. The smallest deletion we obtained by this approach included* racR*, its neighboring, divergent gene *ydaS*, and the common intergenic region (henceforth referred to as IGR) between them (Fig. 1B). Thus, the absence of *ydaS* and the common IGR between *racR* and *ydaS* is a suppressor of the lethality of Δ*racR*. Despite several attempts, we were unable to delete *racR* in the Δ*ydaS* mutant without disturbing the IGR between them. However, we obtained Δ*racR* with its IGR intact in a Δ*ydaS-T* (deletion of *ydaS* and *ydaT* and the short ~20-bp spacer separating the two ORFS) background. *ydaT* is encoded in tandem and downstream of *ydaS* and might be part of the same operon.

### Overexpression of *ydaS* and *ydaS-T* reduces growth.

We tested the toxicity of *ydaS*, *ydaT*, and *ydaS-T* by cloning these genes under the *araBAD* promoter in pBAD18. Expression of these cloned genes was induced in both the wild type and Δ*rac* mutant with 0.1% l-arabinose. We found that the expression of *ydaS* and *ydaS-T* causes rapid growth inhibition after induction in both the wild type and Δ*rac* mutant (see Fig. S1 in the supplemental material). We collected samples at 5 h and 14 h after induction and spotted these samples onto agar plates. Cells expressing *ydaS* and *ydaS-T* from pBAD18 did not grow on these plates (Fig. 2A). The expression of *ydaT* alone did not have any inhibitory or lethal effect on the wild type or the Δ*rac* prophage strain. However, we subsequently noticed that YdaT when expressed as described here accumulates in the insoluble fraction, and therefore might not be functional.

10.1128/mSphere.00392-17.1 FIG S1  Growth curve of the clones pBAD18*-ydaS*, pBAD18*-ydaT*, pBAD18*-ydaS-T*, and empty vector in wild-type and Δ*rac* backgrounds showing that induction of *ydaS* and *ydaS-T* in tandem reduces the growth rate irrespective of the strains used. Download FIG S1, TIF file, 1.2 MB. Copyright © 2017 Krishnamurthi et al. 2017 Krishnamurthi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 2:**
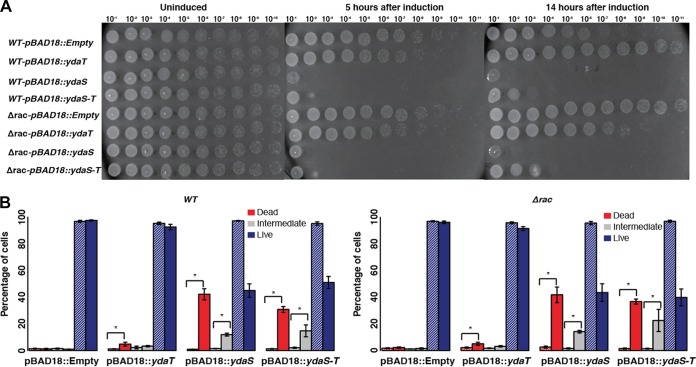
(A) Log- and stationary-phase cultures of pBAD18*-ydaS*, pBAD18*-ydaT*, pBAD18*-ydaS-T*, and empty vector in the wild-type (WT) and Δ*rac* backgrounds, grown in the presence or absence of 0.2% l-arabinose, were spotted onto the LB plate without arabinose. (B) Live/dead assay of pBAD18*-ydaS*, pBAD18*-ydaT*, pBAD18*-ydaS-T*, and empty vector in wild-type and Δ*rac* backgrounds. The cells were collected after 5 h of induction and treated with propidium iodide (PI) to mark the dead cells. The bar graphs show the percentages of dead, intermediate, and live population of cells in uninduced cultures (hatched bars) and induced cultures (solid bars). Values for the induced and uninduced constructs that are significantly different (*P*  < 0.01) by Wilcoxon rank sum test are indicated by a bar and asterisk. The error bars represent the standard errors computed from six independent trials (three biological replicates and two technical replicates).

Further, we quantified the live- and dead-cell populations after the induction of *ydaS*, *ydaT*, and *ydaS-T* by fluorescence-activated cell sorting (FACS) using propidium iodide (PI) as a marker for dead cells. Results from six independent trials show that *ydaS* and *ydaS-T* expression, irrespective of the strain background, lead to loss of cell viability (Fig. 2B). We noticed that cells expressing *ydaS-T* were longer than the cells expressing *ydaS* or *ydaT* (Fig. S2).

10.1128/mSphere.00392-17.2 FIG S2  Bright-field images showing the increased cell size for the cells expressing *ydaS-T* compared to the cells expressing *ydaS* or *ydaT* alone. Bar, 20 µm. Download FIG S2, TIF file, 2.5 MB. Copyright © 2017 Krishnamurthi et al. 2017 Krishnamurthi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Together, these results show that the expression of *ydaS* and *ydaS-T* is lethal and that *ydaS* and *ydaT* do not form a toxin-antitoxin (T-A) pair as predicted earlier (7). YdaS is critical to cell killing. While we could not successfully overexpress functional YdaT, the fact that we could isolate Δ*racR* only in a Δ*ydaS-T* background and not in a Δ*ydaS* background indicates that YdaT is also toxic to the cell. In a separate study, we show that clustered regularly interspaced short palindromic repeat (CRISPR)-Cas-mediated knockdown of *racR* causes a growth defect and also results in a filamentous cell phenotype in Δ*ydaS* cells and in Δ*ydaT* cells, but not in Δ*ydaS-T* cells (23). Another independent study by Campos and colleagues has shown that the Δ*ydaS* strain from the Keio collection shows a filamentous phenotype; this the authors attribute to a polar effect on the expression of *ydaT* (8). It is unclear why the overexpression of *ydaS*, despite being toxic, does not result in a filamentous phenotype in this study.

### Cooccurrence of *racR* and *ydaS* implies interaction between them.

Functionally related genes tend to be conserved together across genomes (9). We examined the conservation of genes of the *rac* prophage across 154 *E. coli* genomes. Bidirectional best-hit search for orthologs confirmed the mosaic nature of the *rac* prophage. In fact, more than 50% of the strains have lost half of the prophage. The genes that are well conserved across the genomes are the genes, such as *recE* and *trkG*, that have documented functions in the host. Some classical phage genes like *intR*, *pinR*, *stfR*, *tfaR*, *ydaF*, and *ydaV* are conserved in more than 85% of the strains analyzed.

We observe that the known toxin genes in the prophage are lost in most of the strains, and when they are present, they are always accompanied by its cognate antitoxin genes. RalR-RalA is a known type I T-A system in the same prophage (10). We observe that the RalR toxin is conserved in only 36.3% of the strains we analyzed; the corresponding noncoding antitoxin gene was found in all these strains. KilR, previously reported as a FtsZ inhibitor, was found in 48% of the strains in this analysis; its antitoxin, if any, is unknown. YdaS is present in only 33.7% of the strains analyzed, and we observe that it always cooccurs with RacR (Fig. 1A). A few strains carried the *ydaT* gene in the absence of *racR*; however, the IGR was lost in these strains, and certain point mutations were found in the *ydaT* gene. Thus, genome context analysis suggests a functional interaction between RacR and YdaS(-T).

### Expression of *ydaS* is kept silent under normal physiological conditions.

In order to examine the expression of RacR and YdaS *in vivo*, we tagged these two genes with C-terminal 3×FLAG (DYKDDDDK). Western blotting using an anti-FLAG antibody showed that RacR was expressed throughout batch growth. However, YdaS expression could not be detected in our experimental conditions (Fig. 3A). An absolute protein quantification study performed by Li et al. (11) also shows a low copy number for YdaS. Analysis of various publicly available and in-house transcriptome sequencing (RNA-seq) data showed that the expression of *ydaS* is comparable to that of *bglG*, a well-characterized transcriptionally silent cryptic gene (12). *racR* was among the most highly expressed genes in the *rac* prophage, but only to a level comparable to that of the *lac* repressor gene (Fig. S3). These results show that YdaS is not expressed in *E. coli* and, in light of the genetic experiments reported above, lead to the hypothesis that RacR is a repressor of this toxin.

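The in-house RNA-seq data analysed here came from wild-type *E. coli* K-12 and from strains with deletions of *fis*, *cya*, *crp* or both *crp* and *fis*. Fis is a nucleoid-associated protein, CRP is the cAMP receptor protein, and *cya* (listed as *cyaA*) encodes adenylate cyclase, the enzyme that makes cAMP. Cells were taken at early and mid exponential phase, with 2 libraries per strain and phase and 20 libraries in all. Table S3 names the wild type and the *fis* and *cya* deletions, and the paper's text gives no reason for leaving out the other strains of the series. The deposited values form 8 comparison tables, each of a mutant against the wild type of the same phase. For each gene they give a log2 fold change, the average log2 CPM (the count of a gene scaled to the size of the library) over the 4 libraries compared, a p-value and an adjusted p-value. They hold no value for a single library, so no spread between replicates can be given, and the reads per library are not stated in them. The strain and phase of a table were read from its name, and the deleted genes were used to check the strain. In the authors' deposited tables, the log2 fold change of *fis* in the *fis* deletion was -6.22 at early and -8.83 at mid exponential phase. That of *cyaA* in the *cya* deletion was -4.59 and -5.10 in the authors' deposited tables, and that of *crp* in the *crp* deletion was -4.97 and -5.42. In the *crp fis* deletion, the authors' deposited tables give -7.32 and -6.39 for *crp* and -5.22 and -3.25 for *fis*. At mid exponential phase the check on *fis* is weak, since the authors' deposited table of the *crp* deletion, with *fis* in place, gives -2.16 for it. The phase has no such check. The mid exponential tables list the same number of genes each, down to a lowest level shared by 45 to 63 genes. The early exponential tables list between 3667 and 3985 genes and lack the genes with the lowest levels. A length-normalized level was computed for each gene as the average log2 CPM minus log2 of the annotated gene length in kilobases, which puts it on the scale of RPKM. Between 95.7% and 97.9% of the genes in a table were matched to a length.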

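The genes *ydaS* and *bglG* (b3723, 3905731 to 3906567, 837 bp) were both listed only in the mid exponential tables. In the tables of the strains that Table S3 names, the length-normalized level of *ydaS* was higher than that of *bglG* by 1.63 on the log2 scale in the *fis* deletion table and by 1.65 in the *cya* deletion table. The median of 1.64 corresponds to a 3.12-fold difference. Most of this difference would appear with both genes at the lowest value of a table. In the *fis* deletion table, that value corresponds to 1.96 at the length of *ydaS* and 0.47 at that of *bglG*. In the *cya* deletion table it corresponds to 2.70 and 1.21. Over all strains, the difference lay between 1.21 and 1.94, with the lowest value in the *crp* deletion table and the highest in the *crp fis* deletion table. The choice that moved it most was the level of the mutant alone, derived from the average and the fold change, which gave a median difference of -0.068, from -1.62 in the *fis* deletion, where *ydaS* in the mutant is at the lower limit of the table, and 1.48 in the *cya* deletion. Without the correction for gene length, the levels differed by 0.14, because *bglG* is the longer gene. The tables of a phase share the wild-type libraries, so these values are not independent, and with no values per library the differences were not tested. Among the *rac* prophage genes listed, *racR* had the highest average length-normalized level of mutant and wild type in each of the 8 tables. It was higher than *lacI* (b0345, 366428 to 367510, 1083 bp) by 3.34 on the log2 scale at early and 3.11 at mid exponential phase in the *cya* deletion tables, and by 2.75 and 2.76 in the *fis* deletion tables. The median of these differences was 2.94, which is 7.66-fold. The largest shift came from leaving out the correction for gene length, which gave a difference of 1.75. From the level of *ydaS* beside that of *bglG*, together with the Western blot and a published protein quantification, the paper concludes that YdaS is not expressed, and from this and its genetic experiments it derives the hypothesis that RacR represses the toxin.

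**Figure D1:**
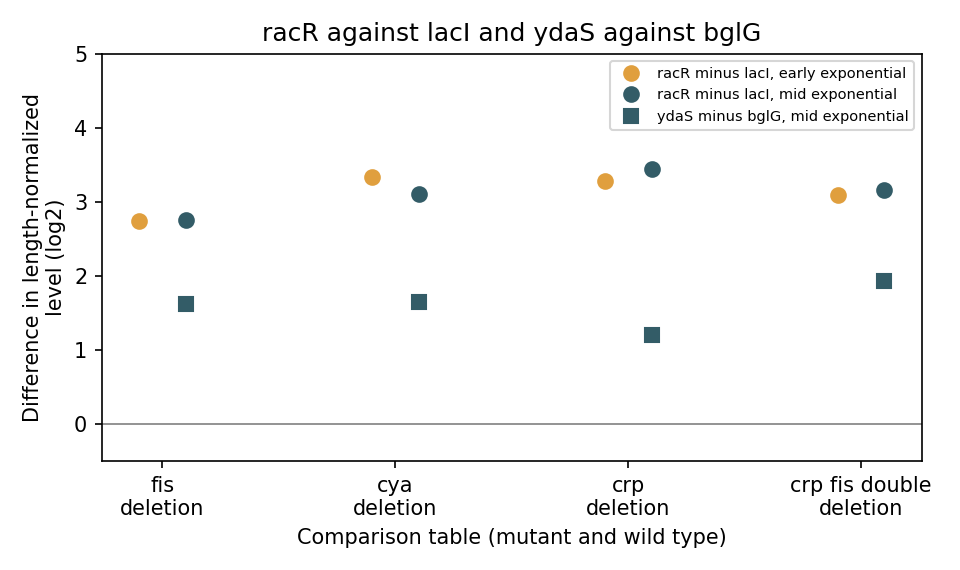
Difference in length-normalized level (log2, vertical axis) between *racR* and *lacI* (circles) and between *ydaS* and *bglG* (squares) in each comparison table (horizontal axis), at early (orange) and mid exponential phase (dark blue). The circles lie between 2.75 and 3.45 and the squares between 1.21 and 1.94; *ydaS* and *bglG* are not listed together at early exponential phase.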

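Among all genes with a length in a table, *ydaS* stood at percentile 26.6 in the *fis* deletion table and 31.1 in the *cya* deletion table at mid exponential phase, and at percentile 25.0 in the *cya* deletion table at early exponential phase. It was also listed at mid exponential phase in the *crp* deletion (percentile 29.3) and *crp fis* deletion (percentile 27.6) tables. For comparison, *bglG* stood between percentiles 5.58 and 13.1 in the 4 mid exponential tables, and *racR* between 74.2 and 87.0 over the 8 tables. Without the correction for gene length, the median percentile of *ydaS* fell from 26.6 to 11.2. Before that correction, the level of *ydaS* was only 1.19 to 1.68 on the log2 scale above the lowest value of its table at mid exponential phase, and that of *bglG* 1.06 to 1.87 above it. In the *cya* deletion table at early exponential phase, *ydaS* was 0.0045 above the lowest value listed, so its percentile there is that of a gene at the lower limit of the table. Genes at that lowest value still have a level above 0, and dividing it by a short length raises it, so the percentile of a short gene near the lowest value depends in part on its length.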

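At mid exponential phase, 28 *rac* prophage genes were listed and matched to a length in each of the 4 tables. The median over the tables of the length-normalized level was 234.7 (RPKM scale) for *racR*, 26.6 for *lacI* and 25.5 for *trkG*, the next highest *rac* prophage gene. The lowest was *stfR* at 3.60. A single *rac* prophage gene, *racR*, had a median above that of *lacI*, but other genes exceeded *lacI* in single tables. On the log2 scale, *trkG* was above *lacI* in the *cya* (4.82 against 4.72) and *crp* (5.40 against 5.19) deletion tables. It was below *lacI* in the *fis* (3.07 against 4.14) and *crp fis* (4.53 against 4.74) deletion tables. The toxin genes had medians of 19.1 (*ydaS*), 19.6 (*ralR*, listed under its older name *lar*) and 10.9 (*kilR*), and that of *ydaT* was 9.70. Of the 28 genes, 21 had a lower median than *ydaS* and 4 had a lower median than *bglG*. In the *bgl* operon, the medians were 5.49 for *bglG*, 10.6 for *bglF* (b3722) and 2.96 for *bglB* (b3721). Before the correction for length, *kilR* was 0.16 to 0.47 on the log2 scale above the lowest value of its table, *ralR* 0.87 to 1.08 and *bglB* 0.85 to 1.36, whereas *bglF* was 3.29 to 3.95 above it. At early exponential phase, between 6 and 18 *rac* prophage genes were listed per table, *racR* among them in all tables and *ydaS* in the *cya* deletion table alone. At that phase *trkG* was above *lacI* in the *cya* (5.37 against 4.77), *crp* (5.44 against 4.70) and *crp fis* (5.39 against 5.27) deletion tables. In the *fis* deletion table *trkG* was below *lacI* (3.21 against 4.22), and *ynaE* was above it (6.23). That level of *ynaE* rests on the mutant, with a log2 fold change of 8.38 in the authors' deposited table. At mid exponential phase, *ynaE* stood at the lowest value of the *cya*, *crp* and *crp fis* deletion tables. Many insertion sequence genes were also higher in the *fis* deletion, for a cause that stays open. Whether that pattern reaches *ynaE* was not tested.

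**Figure D2:**
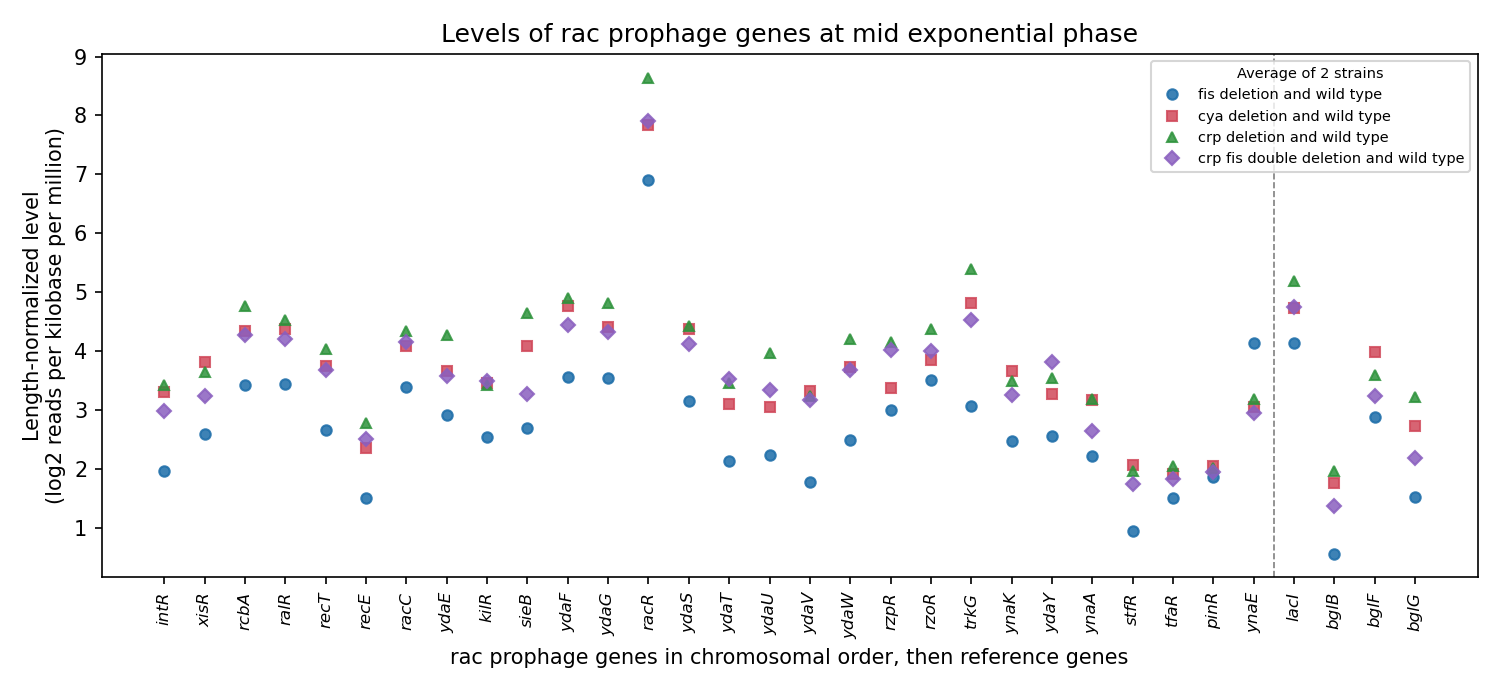
Length-normalized level (log2, RPKM scale, vertical axis) of the 28 *rac* prophage genes in chromosomal order, followed by *lacI* and the *bgl* operon genes (horizontal axis), at mid exponential phase. Each point is the average of a mutant and the wild type in a comparison table; *racR* lies between 6.90 and 8.64, above every other gene plotted.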

10.1128/mSphere.00392-17.3 FIG S3  Gene expression distribution of all the *rac* prophage genes is plotted as reads per kilobase of transcripts per million mapped reads (RPKM) from various RNA-seq data. *racR* is one of the few genes in the *rac* prophage found to be expressed over the conditions tested. *ydaS* and other toxin genes in the prophage are kept silent along with the *bgl* operon genes. Download FIG S3, TIF file, 1.5 MB. Copyright © 2017 Krishnamurthi et al. 2017 Krishnamurthi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 3:**
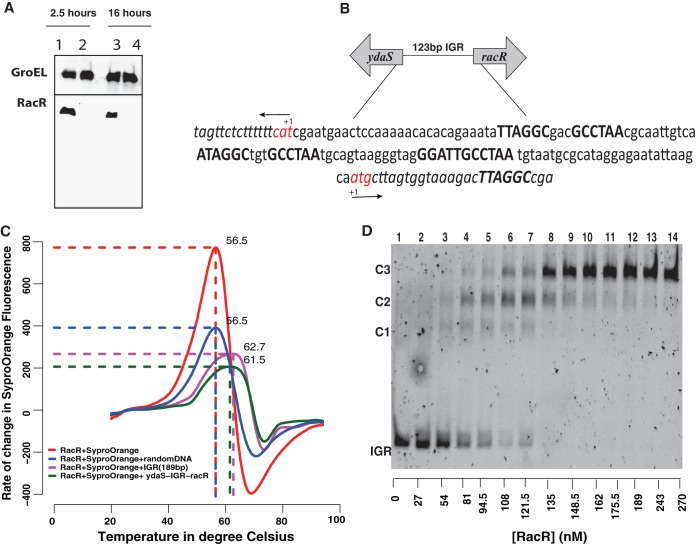
(A) Western blot showing the expression of RacR.YdaS expression could not be detected. The top blot contains GroEL as a loading control, and the bottom blot shows RacR expression during log and stationary phase. Twenty micrograms of total protein was used. (B) The intergenic region (IGR) between *ydaS* and *racR* showing the repeat elements with slightly different sequences in three different regions (boldface sequence). Note that the *ydaS* and *racR* are coded divergently and in opposite strands. The start codons of both genes are shown in red. (C) Thermal shift assay showing an ~5°C shift in the denaturation temperature (*T*_*D*_) of RacR in the presence of IGR. (D) Nonradioactive electrophoretic mobility shift assay showing the binding of RacR with IGR with distinct complexes marked as complex 1 (C1), C2, and C3. The 123-bp IGR (15 nM) was titrated against increasing concentrations of RacR from 27 nM to 270 nM (lanes 2 to 14). Lane 1 contains only 15 nM IGR without RacR.

### Binding of RacR in the IGR.

RacR comprises a helix-turn-helix (HTH) motif, and hence, we investigated whether it binds to DNA. The 123-bp IGR between *racR* and *ydaS* contains three slightly variant repeats of GCCTAA and its inverse TTAGGC (Fig. 3B). This is similar to the regulatory region of lambda phage, which is bound by CI and Cro, even though the exact sequences bound by the proteins are different. To test for the binding of RacR to the IGR, we first performed a thermal shift assay with purified RacR and various nucleic acid sequences. The thermal shift assay measures the thermal denaturation temperature (*T*_*D*_) of a test protein. A change in this temperature in the presence of a ligand might argue in favor of an interaction between the protein and ligand. We found that the *T*_*D*_ of RacR increased by ~5°C in the presence of *racR*-IGR-*ydaS* or a 189-bp sequence upstream of *ydaS* and including the IGR (Fig. 3C). The extended 189-bp region, including a portion of the *racR* gene, was chosen for this experiment because this included an additional half-site of the above-mentioned palindrome.

We then performed a chromatin immunoprecipitation (ChIP) of RacR::3×FLAG to test for the binding of RacR to the IGR *in vivo*. By performing quantitative PCR (qPCR) against the DNA thus recovered, we found that the IGR was 2.5-fold enriched in comparison to a random region (Fig. S4A). Finally, we performed electrophoretic mobility shift assay (EMSA) to investigate the binding of purified RacR to the IGR. RacR formed three distinct complexes in the presence of the IGR (Fig. 3D). EMSA with a 49-bp DNA upstream of *ydaS*, containing a single copy of the repeat, also showed binding to RacR (Fig. S4B). Consistent with the view that the three palindromic repeats might be the sites to which RacR binds, we found only a single protein DNA complex with the 49-bp segment of the IGR. Thus, we show binding of RacR to the intergenic region between *racR* and *ydaS* both *in vitro* and *in vivo*.

10.1128/mSphere.00392-17.4 FIG S4  (A) ChIP qPCR showing the enrichment for IGR in the immunoprecipitated (IP'ed) DNA. Fold change was calculated by using 2^−ΔΔ*Ct*^ after normalizing the IP'ed and mock threshold cycle (*Ct*) to the input *Ct*. Results are shown for the qPCR done in triplicate for two biological replicates of IP'ed sample. Values that are significantly different (*P* < 0.01) by the Wilcoxon rank sum test are indicated by an asterisk. (B) EMSA showing the binding of RacR with a 49-bp region upstream of *ydaS*. The 49-bp DNA (23.5 nM) was titrated against increasing concentrations of RacR until 67.5 nM (lanes 2 to 6). Lane 1 contains the 49-bp region without RacR. Download FIG S4, TIF file, 0.6 MB. Copyright © 2017 Krishnamurthi et al. 2017 Krishnamurthi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Transcriptional repression of *ydaS* is mediated by RacR binding to the IGR.

Finally, to test whether the binding of RacR represses *ydaS*, we cloned the IGR upstream of *gfp-mut2* in pUA66. We monitored the promoter activity of pUA66::IGR-*gfp-mut2* in Δ*ydaS-T* cells and in Δ*racR* Δ*ydaS-T* cells for 25 h. We observed that the *ydaS* promoter is active only in Δ*racR* Δ*ydaS-T* cells; no fluorescence from *gfp-mut2* could be detected in Δ*ydaS-T* cells (Fig. 4A). The maximal *ydaS* promoter activity was observed in the log phase (optical density at 600 nm [OD_600_] of ~0.2 to 0.3). We tested the expression of *gfp-mut2* from these strains grown to mid-exponential phase using FACS. The distribution of fluorescence from pUA66::IGR-*gfp-mut2* in Δ*ydaS-T* cells was similar to that of the promoterless control where most cells were green fluorescent protein (GFP) negative. In contrast, in Δ*racR* Δ*ydaS-T* cells, nearly 80% of the cells were GFP positive (Fig. 4B). Thus, single-copy availability of RacR from the chromosome appears to be sufficient to suppress the activity of the *ydaS* promoter from a multicopy (three or four) plasmid. Thus, RacR represses transcription of *ydaS*.

**FIG 4:**
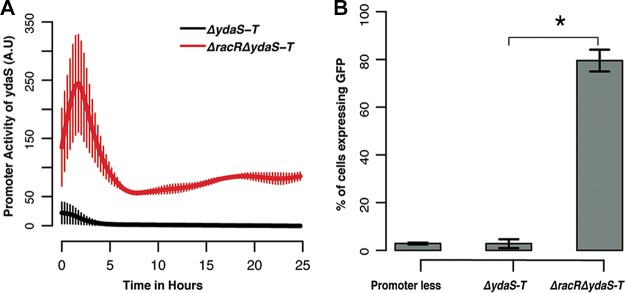
(A) IGR cloned in the low-copy pUA66 plasmid, showing promoter activity (in arbitrary units [A.U]) of *ydaS* in Δ*ydaS-T* and Δ*racR* Δ*ydaS-T* strains. (B) Bar graph representing the percentage of cells showing *ydaS* promoter activity. Values that are significantly different (*P* < 0.01) by *t* test are indicated by a bar and asterisk. The error bars represent the standard deviations computed from three independent trials.

## DISCUSSION

We have shown that the expression of *ydaS* and *ydaS-T* is lethal, and we attribute the essentiality of *racR* to its role in repressing the expression of this toxin. Earlier studies have shown the presence of two toxins, KilR and RalR, in the *rac* prophage (6, 10). In the present work, we suggest that that YdaS-YdaT (YdaS-T) is yet another toxin(s) encoded by the *rac* prophage. We do not know how this toxin effects cell killing and whether other genes in the operon to which *ydaS* and *ydaT* belong contribute to cell killing. The YdaS-T module could be compared to the orphan toxin OrtT for which the antitoxin counterpart is not known (13). In general, essential transcription factors are rare in *E. coli*. The essentiality of RacR is purely by virtue of its role in keeping a toxin transcriptionally silent. RacR is unlikely to have too many additional targets, because its expression level, based on RNA-seq, is very similar to that of the highly specific Lac repressor. 

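In the strains that Table S3 does not name, *racR* was higher than *lacI* by 3.29 (*crp* deletion) and 3.09 (*crp fis* deletion) on the log2 scale of the length-normalized level at early exponential phase, and by 3.45 and 3.17 at mid exponential phase. Derived for the wild type alone, the difference lay between 3.58 and 3.77 over the 8 tables. The tables of a phase share their wild-type libraries, so this narrow range is not agreement between independent values. It also takes both strains at equal weight. Wild-type reads inferred at mid exponential phase with assumed priors gave 3.34 over the strains of Table S3. For the mutants alone the difference lay between 1.74 and 3.36, with the lowest value in the *fis* deletion at mid exponential phase. In percentiles of all genes, *lacI* stood between 21.7 and 39.9. The *racR* transcript itself did not pass an adjusted p of 0.05 in any of the 8 comparisons. Its largest change in the authors' deposited tables was a log2 fold change of -1.09 (adjusted p = 0.1008) in the *fis* deletion at mid exponential phase, and at early exponential phase the authors' deposited table gives -0.60 (adjusted p = 0.07086) for the same deletion.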

Among the few essential transcription factors in *E. coli* is the antitoxin MazE. *mazE* and *mazF* are carried on the same operon, unlike *racR-ydaS*, which make a divergent gene pair. The antitoxin activity of MazE is primarily by protein-protein interactions with the toxin MazF. In fact, the binding of MazE to DNA is enhanced when in complex with MazF (14). Yet another essential transcription factor is the antitoxin MqsA, which again sequesters its cognate toxin MqsR. Unlike the conditional cooperativity displayed by MazE and MazF in binding to the DNA, the high stability of the MqsR-MqsA (MqsR-A) complex makes the protein-protein interaction mutually exclusive of MqsA-DNA interactions (15). In both these cases, it is apparent that the activity of the transcriptional repressor does not entirely prevent the expression of the toxin. 

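The *ydaS* transcript did not change past an adjusted p of 0.05 in any of the 5 comparisons that list it. Before the correction for gene length, its level at mid exponential phase was only 1.19 to 1.68 on the log2 scale above the lowest value of its table. In the early *cya* deletion table it was 0.0045 above it. At a level this low a change could be missed, so these results do not show that the transcript stays unchanged. In the authors' deposited tables at mid exponential phase, its log2 fold change was 0.22 in the *crp* deletion, 0.55 in the *cya* deletion and -0.43 in the *crp fis* deletion, with adjusted p-values between 0.8575 and 1.0. At early exponential phase, the authors' deposited table of the *cya* deletion gives 0.29 (adjusted p = 1.0). The authors' deposited table of the *fis* deletion at mid exponential phase gives -4.86 (adjusted p = 0.1837), a value that rests on a transcript close to the lowest level of the table.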

In our case, however, we could not detect the presence of the YdaS protein, the expression level of the *ydaS* transcript is comparable to that of a bona fide cryptic gene across tens of RNA-seq data sets, and we cannot detect any activity from the *ydaS* promoter fused to *gfp-mut2* in the presence of RacR. The expression of YdaS-T is toxic, independent of the presence of RacR (wild type versus Δ*rac* mutant), which argues against the possibility of RacR interacting physically with YdaS/YdaT in suppressing its activity.

RacR is a repressor of *ydaS-T*, and this module is an example of a “toxin-repressor” system, where the toxicity of YdaS is repressed totally at the transcriptional level. The fact that the activity of the toxin is totally suppressed at the level of transcription initiation itself might render postsegregational killing downstream of the loss of the module impossible.

We propose that RacR could be functionally similar to the CI repressor of lambda prophage. The *rac* prophage has lost many of its structural genes compared to the lambda phage (see Fig. S5 in the supplemental material). However, the organization of regulatory elements in the *rac* prophage (Fig. 3B) is similar to the cI-Cro switch of lambda prophage (16). There are three repeat elements in the IGR, which might be the operator of this prophage. Our observation of the formation of three distinct DNA-protein complexes of the 123-bp IGR with increasing concentrations of RacR suggests that the IGR might act as a complex regulatory switch that resembles the regulatory region of *cI-cro* of lambdoid phages (17).

10.1128/mSphere.00392-17.5 FIG S5  Comparison of the *rac* prophage with the lambda prophage. The *rac* prophage has lost most of its structural genes compared to the lambda prophage. The other known toxins of *rac* prophage are shown in red. The regulatory genes in both prophages are shown in orange. Easyfig was used to generate the map of both prophages. Download FIG S5, PDF file, 0.3 MB. Copyright © 2017 Krishnamurthi et al. 2017 Krishnamurthi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## MATERIALS AND METHODS

### Media, strains, and plasmid construction.

*E. coli* K-12 MG1655 from CGSC was used and grown at 37°C in Luria broth (LB) or LB agar (HiMedia). The antibiotic-resistant strains were grown in antibiotics wherever required; ampicillin (100 µg/ml), kanamycin (50 µg/ml), or chloramphenicol (30 µg/ml) was used. All the knockout strains were constructed by the one-step inactivation method described by Datsenko and Wanner using pKD13 as the template plasmid for the kanamycin resistance cassette amplification (18). Tagging of *racR* with 3×FLAG at the C-terminal end was done using the pSUB11 plasmid (19). Ectopic expression of *racR*, *ydaS*, *ydaT*, and *ydaST* were achieved by cloning them between the EcoRI and SalI sites of pBAD18; this brings the genes under the arabinose-inducible *araBAD* promoter. The plasmid for the promoter activity was constructed by cloning the intergenic region (IGR) in the low-copy-number vector pUA66 between the XhoI and BamHI sites. The strains and plasmids used in the current study are given in Table S1 in the supplemental material, and the primers used for gene deletion and cloning are listed in Table S2.

10.1128/mSphere.00392-17.6 TABLE S1  Strains and plasmids used in this study. Download TABLE S1, PDF file, 0.1 MB. Copyright © 2017 Krishnamurthi et al. 2017 Krishnamurthi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00392-17.7 TABLE S2  Primers designed for gene deletion and cloning. Download TABLE S2, PDF file, 0.1 MB. Copyright © 2017 Krishnamurthi et al. 2017 Krishnamurthi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Growth curve and spotting assay.

Growth curve was monitored in a 96-well plate with the final volume of 200 µl using a Tecan F200 reader. Overnight culture was inoculated in the ratio of 1:100 and allowed to grow until an optical density at 600 nm (OD_600_) of 0.4 was reached. This was further diluted in fresh medium to an OD_600_ of 0.01 with or without 0.1% l-arabinose, and *A*_600_ was recorded for 14 h. For the spotting assay, appropriate overnight cultures were inoculated in LB broth containing 100 µg/ml ampicillin (diluted 1:100) with or without 0.2% l-arabinose. The cells were collected after 5 h and 14 h of inoculation, serially diluted, and spotted on LB agar plates containing ampicillin without arabinose.

### FACS.

Overnight cultures of the respective strains were inoculated in LB broth at 1:100 dilution with or without 0.2% l-arabinose. Samples were collected after 5 h of induction, pelleted, washed, and resuspended in 500 µl of saline (0.9% sodium chloride [wt/vol]). Exponentially growing cells were used as a live-cell control, and cells subjected to 80°C for 10 min were used as a dead-cell control. Propidium iodide (PI) solution (5 µl of a 1-mg/ml solution) was added to all the vials 10 min before acquisition of data in a BD FACSCalibur. Around 20,000 cells were acquired for each sample using a 488-nm excitation laser, and the emission was recorded from FL2 channel that uses a 585/42 band-pass (BP) filter to collect the PI intensity. The intermediate population in this study is described as the cells that fall between the region of live unstained control and dead control.

Exponential culture of Δ*ydaS-T* and Δ*racR* Δ*ydaS-T* bacteria containing pUA66::IGR-*gfp-mut2* were pelleted, washed, and resuspended in saline. Green fluorescent protein (GFP) intensity was monitored using FL1 channel that uses a 530/30 BP filter. A strain containing empty pUA66::*gfp-mut2* was used to set the background fluorescence, and GFP intensity above this background was marked as positive. Data were analyzed using Flowing software (Cell Imaging Core of the Turku Centre for Biotechnology [http://www.flowingsoftware.com/]).

### Bidirectional search for orthologous genes.

The genomes of 154 completely sequenced *E. coli* strains were downloaded from NCBI refseq ftp site. A bidirectional search for orthologous genes of the *rac* prophage, excluding pseudogenes, was performed using phmmer (version 3.1). The E-value threshold used was 10^−20^. An ortholog presence-absence matrix was hierarchically clustered based on Euclidean distance with centroid linkage. Clustering was performed using Cluster 3 (http://bonsai.hgc.jp/~mdehoon/software/cluster/), and the heat map was generated using matrix2png (http://www.chibi.ubc.ca/matrix2png/).

### RNA-seq data analysis.

Raw reads from 15 different transcriptome sequencing (RNA-seq) studies (with a total of 61 fastq files) were obtained either in-house or from the NCBI GEO or EBI array express databases (Table S3). The SRA files from GEO were converted to fastq using fastq dump. Reads from the fastq file were aligned to NC_000913.3 genome using bwa. The aligned files were sorted using sam (sequence alignment/map) tools. Further, these sam files were used to get read counts per nucleotide, from which read counts per gene was generated. RPKM (reads per kilobase of transcript per million mapped reads) was calculated by normalizing the raw read counts to the length of the gene and further by the total number of mapped reads for each fastq file. The distribution of RPKM values of the *rac* prophage genes was plotted as a boxplot, along with those of the *bgl* operon genes and *lacI* as reference genes. Because differential expression was not a goal of this study, more state-of-the-art normalization methods such as those used by EdgeR or DEseq were not required.

10.1128/mSphere.00392-17.8 TABLE S3  Accession numbers of RNA-seq data used for calculating RPKM. Download TABLE S3, PDF file, 0.1 MB. Copyright © 2017 Krishnamurthi et al. 2017 Krishnamurthi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Western blotting.

Total protein from *E. coli* K-12 cells was prepared and quantified using a bicinchoninic acid (BCA) assay, and 20 µg of total protein was loaded in a 15% SDS-polyacrylamide gel. The gel was subjected to electrophoresis at 120 V for 1 h, and proteins were transferred to a nitrocellulose membrane. Monoclonal anti-FLAG antibody (Sigma) was used to bind the specific protein to which the FLAG is tagged, and the signal was detected using horseradish peroxidase (HRP)-conjugated anti-mouse IgG. HRP luminescence was further detected by West Dura reagent (Thermo Scientific). Digital images of the blots were obtained using an LAS-3000 Fuji imager.

### Chromatin immunoprecipitation.

Immunoprecipitation was performed by the method of Kahramanoglou et al. (20) except that cell lysis and DNA shearing were coupled together using a Bioruptor (Diagenode) with 35 cycles (1 cycle consisting of 30 s on and 30 s off) at a high setting. Immunoprecipitated samples were quantified with specific primers for the 123-bp intergenic region and a random primer (*wza*), which is not part of the *rac* prophage, using quantitative PCR. The fold enrichment was calculated using 2^−ΔΔ*Ct*^by the method of Mukhopadhyay et al. (21).

### RacR purification.

RacR was cloned between the NdeI and XhoI restriction sites in a pET28a expression vector with the C-terminal His tag. After confirmation of its sequence and orientation, this plasmid was transformed in the expression strain C41(DE3). A single colony of the C41 strain containing the pET28a::*racR* plasmid was inoculated in 5 ml LB containing 100 µg/ml ampicillin. This overnight culture was diluted to a 1:100 ratio in 10 ml of fresh LB for raising the secondary inoculum. When the secondary culture reached an OD_600_ of 0.4, it was seeded into 1 liter of fresh LB in a 3-liter baffled flask at 37°C. When the culture reached an OD_600_ of 0.6, RacR expression was induced by adding isopropyl-β-d-thiogalactopyranoside (IPTG) at a final concentration of 100 µM, and the flask was incubated at 25°C for 5 h. The culture was harvested, and the cells were resuspended in 100 ml of lysis buffer (50 mM Tris [pH 8.5], 500 mM NaCl, 5% glycerol, 1% NP-40, 1× Sigma protease inhibitor cocktail). The resuspended cells were sonicated for 30 cycles (1 cycle consists of 30 s on and 30 s off). Further, the lysate was passed through equilibrated 1-ml prepacked Histrap column (Invitrogen) at a flow rate of 0.5 ml/min. The column was then washed with 50 ml of elution buffer (50 mM Tris [pH 8.5], 500 mM NaCl, 5% glycerol) containing 10 mM imidazole and then with 20 ml of elution buffer containing 50 mM imidazole and 100 mM imidazole. Finally, RacR was eluted with 10 ml of elution buffer containing 250 mM imidazole. Purified RacR was further passed through a Superdex 200 10/300 size exclusion column, which was preequilibrated with the same elution buffer without imidazole.

### Thermal shift assay.

DNA (0.3 µM) (*ydaS* with 189 bp upstream of it, including a portion of *racR*, *racR-*IGR-*ydaS* or random DNA) was mixed with 3 µM purified RacR in the presence of 20× Sypro orange (Sigma-Aldrich), and the final volume of the reaction mixture was adjusted to 20 µl with RacR elution buffer. Three replicates of each sample were loaded in a 384-well plate and sealed with an optical adhesive cover. The fluorescence spectrum in the 635-nm–640-nm bin was recorded using ABI Via7 PCR with the standard melt curve experiment setting in which the temperature ranged from 20°C to 95°C at the rate of 1°C per min. The denaturation temperature (*T*_*D*_) was reported as the temperature at which the maximum *dF*/*dT* was recorded, where *dF*/*dT* is the rate of change in Sypro orange fluorescence (*F*) with respect to the temperature (*T*). The data were processed and plotted using a custom R script to calculate *dF*/*dT*.

### Electrophoretic mobility shift assay.

The entire 123-bp IGR was PCR amplified and gel purified. A 6% polyacrylamide gel was prepared from 40% acrylamide-bisacrylamide (80:1) stock and allowed to polymerize for 2 h. The gel was prerun for 30 min at 70 V, and the wells were washed before sample loading. DNA (20 nM) was mixed with increasing concentrations of RacR in 10× binding buffer (100 mM Tris buffer [pH 8], 10 mM EDTA, 1 M NaCl, 1 mM dithiothreitol [DTT], 50% glycerol, 0.1 mg/ml bovine serum albumin [BSA]) in a final volume of 20 µl in 0.2-ml PCR tubes. These tubes were incubated at room temperature for 1 h. After incubation, samples were mixed with 2.2 µl of 10× loading dye (10 mM Tris [pH 8], 1 mM EDTA, 50% glycerol, 0.001% bromophenol blue, 0.001% xylene cyanol) and run at 70 V in room temperature for 90 min. The gel was stained using SYBR green (Thermo Scientific) for 15 min. The stained gel was washed in distilled water twice and imaged using a Lab India gel doc system.

### Promoter activity.

The promoter activity of the *ydaS* IGR was monitored by transforming the pUA66::IGR-*gfp-mut2* construct in Δ*ydaS-T* and Δ*racR* Δ*ydaS-T* mutants. M9 medium with 0.2% glucose was used to culture the strains. Overnight culture containing the plasmid in the respective background strain was inoculated at a ratio of 1:100 in a 96-well flat transparent black plate (Corning) in wells in a total volume of 200 µl. The optical density (OD_600_) and the GFP intensity (excitation at 485 nm and emission at 510 nm) were measured using the Tecan multimode reader at every 16-min interval with continuous shaking in between at 37°C. The background optical density is subtracted by using the optical density obtained from the blank well. The background fluorescence intensity was subtracted by using the intensity obtained from the strain that has the promoterless empty vector. Promoter activity (PA) was calculated as the rate of change in the GFP intensity normalized by the average OD for the given time point as follows: PA = smoothed dGFP/*dt*/smoothed (OD_600_) (22). Data processing and analysis were done using custom R script.

### Accession number(s).

RNA-seq data have been deposited in the GEO database under accession number GSE104504. Additional accession numbers are listed in Table S3 in the supplemental material.

# Supplementary material for: Repression of YdaS Toxin Is Mediated by Transcriptional Repressor RacR in the Cryptic rac Prophage of Escherichia coli K-12
**Source:** mSphere. 2017 Nov 22;2(6):e00392-17. doi: 10.1128/mSphere.00392-17
**Supplement:** TABLE S1

**Supplementary Table1: Strains and plasmids used in this study**

| Strain Name                       | Description                                                                                                                                                                                                                                                                                                                             | Source        |
|-----------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|
| MG1655                            | F <sup>-</sup> , $\lambda^+$ , <i>rph-1</i>                                                                                                                                                                                                                                                                                             | CGSC          |
| $\Delta ydaF\text{-}\Delta ydaT$  | MG1655 $\Delta$ 1419156-1421106 ( <i>ydaF-ydaT</i> )                                                                                                                                                                                                                                                                                    | This study    |
| $\Delta sieB\text{-}\Delta ydaU$  | MG1655 $\Delta$ 1418671-1421976 ( <i>sieB-ydaU</i> )                                                                                                                                                                                                                                                                                    | This study    |
| $\Delta kilR\text{-}\Delta ydaV$  | MG1655 $\Delta$ 1418008-1422729 ( <i>kilR-ydaV</i> )                                                                                                                                                                                                                                                                                    | This study    |
| $\Delta recT\text{-}\Delta trkG$  | MG1655 $\Delta$ 1413984-1425239 ( <i>recT-trkG</i> )                                                                                                                                                                                                                                                                                    | This study    |
| $\Delta ralR\text{-}\Delta ynaK$  | MG1655 $\Delta$ 1413733-1425640 ( <i>ralR-ynaK</i> )                                                                                                                                                                                                                                                                                    | This study    |
| $\Delta ydaQ\text{-}\Delta ynaA$  | MG1655 $\Delta$ 1413237-1427386 ( <i>ydaQ-ynaA</i> )                                                                                                                                                                                                                                                                                    | This study    |
| $\Delta intR\text{-}\Delta ttcC$  | MG1655 $\Delta$ 1411925-1434984 ( <i>intR-ttcC</i> entire rac prophage )                                                                                                                                                                                                                                                                | This study    |
| $\Delta racR\text{-}\Delta ydaS$  | MG1655 $\Delta$ 1420241-1420661 ( <i>racR-ydaS</i> including the 123bp common IGR)                                                                                                                                                                                                                                                      | This study    |
| $\Delta ydaS\text{-}T$            | MG1655 $\Delta$ 1420365-1421106 ( <i>ydaS-ydaT</i> )                                                                                                                                                                                                                                                                                    | This study    |
| $\Delta racR\Delta ydaS\text{-}T$ | MG1655 $\Delta ydaS$ , $\Delta ydaT$ , $\Delta racR$                                                                                                                                                                                                                                                                                    | This study    |
| $\Delta kilR$                     | MG1655 $\Delta$ <i>kilR</i>                                                                                                                                                                                                                                                                                                             | This study    |
| $\Delta ydaS$                     | MG1655 $\Delta$ <i>ydaS</i>                                                                                                                                                                                                                                                                                                             | This study    |
| $\Delta ydaT$                     | MG1655 $\Delta$ <i>ydaT</i>                                                                                                                                                                                                                                                                                                             | This study    |
| $\Delta ydaF$                     | MG1655 $\Delta$ <i>ydaF</i>                                                                                                                                                                                                                                                                                                             | This study    |
| $\Delta ydaG$                     | MG1655 $\Delta$ <i>ydaG</i>                                                                                                                                                                                                                                                                                                             | This study    |
| <i>racR::3XFLAG</i>               | MG1655 <i>racR::3XFLAG</i>                                                                                                                                                                                                                                                                                                              | This study    |
| <i>ydaS::3XFLAG</i>               | MG1655 <i>ydaS::3XFLAG</i>                                                                                                                                                                                                                                                                                                              | This study    |
| C41(DE3)                          | OverExpress: F – ompT hsdSB (rB- mB-) gal dcm (DE3)                                                                                                                                                                                                                                                                                     | Lucigen       |
| Plasmid                           | Description                                                                                                                                                                                                                                                                                                                             | Source        |
| pBAD18                            | Arabinose Inducible vector                                                                                                                                                                                                                                                                                                              | Gillian's lab |
| pBAD18:: <i>racR</i>              | pBAD18 carrying <i>racR</i>                                                                                                                                                                                                                                                                                                             | This study    |
| pBAD18:: <i>ydaF</i>              | pBAD18 carrying <i>ydaF</i>                                                                                                                                                                                                                                                                                                             | This study    |
| pBAD18:: <i>ydaG</i>              | pBAD18 carrying <i>ydaG</i>                                                                                                                                                                                                                                                                                                             | This study    |
| pBAD18:: <i>ydaS</i>              | pBAD18 carrying <i>ydaS</i>                                                                                                                                                                                                                                                                                                             | This study    |
| pBAD18:: <i>ydaT</i>              | pBAD18 carrying <i>ydaT</i>                                                                                                                                                                                                                                                                                                             | This study    |
| pBAD18:: <i>ydaS-T</i>            | pBAD18 carrying <i>ydaS</i> and <i>ydaT</i> in tandem                                                                                                                                                                                                                                                                                   | This study    |
| pET28a                            | Overexpression Vector with C-Terminal His Tag                                                                                                                                                                                                                                                                                           | Novogen       |
| pET28a:: <i>racR</i>              | pET28a vector carrying <i>racR</i> gene with C-Terminal HisTag                                                                                                                                                                                                                                                                          | This Study    |
| pUA66                             | Low copy plasmid with fast folding GFP mut2                                                                                                                                                                                                                                                                                             | SAFS lab      |
| pUA66::IGR                        | pUA66 vector carrying 123 bp <i>ydaS</i> promoter                                                                                                                                                                                                                                                                                       | This study    |
| pKD13                             | F <sup>-</sup> , $\Delta$ ( <i>araD-araB</i> )567, $\Delta$ <i>lacZ</i> 4787(::rrnB-3), $\Delta$ ( <i>phoB-phoR</i> )580, $\lambda^+$ , <i>galU</i> 95, $\Delta$ <i>uidA</i> 3:: <i>pir</i> <sup>+</sup> , <i>recA</i> 1, <i>endA</i> 9( <i>del-ins</i> )::FRT, <i>rph-1</i> , $\Delta$ ( <i>rhaD-rhaB</i> )568, <i>hsdR</i> 514, pKD13 | CGSC          |
| pKD3                              | F <sup>-</sup> , $\Delta$ ( <i>araD-araB</i> )567, $\Delta$ <i>lacZ</i> 4787(::rrnB-3), $\Delta$ ( <i>phoB-phoR</i> )580, $\lambda^+$ , <i>galU</i> 95, $\Delta$ <i>uidA</i> 3:: <i>pir</i> <sup>+</sup> , <i>recA</i> 1, <i>endA</i> 9( <i>del-ins</i> )::FRT, <i>rph-1</i> , $\Delta$ ( <i>rhaD-rhaB</i> )568, <i>hsdR</i> 514, pKD3  | CGSC          |
| pKD46                             | F <sup>-</sup> , $\Delta$ ( <i>araD-araB</i> )567, $\Delta$ <i>lacZ</i> 4787(::rrnB-3), $\lambda^+$ , <i>rph-1</i> , $\Delta$ ( <i>rhaD-rhaB</i> )568, <i>hsdR</i> 514, pKD46                                                                                                                                                           | CGSC          |

|        |                                                                                                                                                                                                                                                                                                                    |                |
|--------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|
| pCP20  | F <sup>-</sup> , $\Delta(\text{argF-lac})169$ , $\phi 80d\text{lacZ}58(\text{M15})$ , <i>glnX44</i> (AS), $\lambda^-$ , <i>rfbC1</i> , <i>gyrA96</i> (Nal <sup>R</sup> ), <i>recA1</i> , <i>endA1</i> , <i>spoT1</i> , <i>thiE1</i> , <i>hsdR17</i> , pCP20                                                        | CGSC           |
| pSUB11 | F <sup>-</sup> , $\Delta(\text{araD-araB})567$ , $\Delta\text{lacZ}4787(::\text{rrnB-3})$ , $\Delta(\text{phoB-phoR})580$ , $\lambda^-$ , <i>galU95</i> , $\Delta\text{uidA3}::\text{pir}^+$ , <i>recA1</i> , <i>endA9</i> (del-ins)::FRT, <i>rph-1</i> , $\Delta(\text{rhaD-rhaB})568$ , <i>hsdR514</i> , pSUB11. | Gillian's lab. |

# Supplementary material for: Repression of YdaS Toxin Is Mediated by Transcriptional Repressor RacR in the Cryptic rac Prophage of Escherichia coli K-12
**Source:** mSphere. 2017 Nov 22;2(6):e00392-17. doi: 10.1128/mSphere.00392-17
**Supplement:** TABLE S2

**Supplementary Table2: Primers used in this study**

| <b>Primer Description</b> | <b>Sequence 5' -----&gt; 3'</b>                                              |
|---------------------------|------------------------------------------------------------------------------|
| kilR_pkd13_F              | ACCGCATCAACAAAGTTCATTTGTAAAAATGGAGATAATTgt<br>gtaggctggagctgcttcg            |
| kilR_pkd13_R              | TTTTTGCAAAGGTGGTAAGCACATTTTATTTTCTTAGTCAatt<br>ccgggggatccgtcgacc            |
| racR_pkd13_F              | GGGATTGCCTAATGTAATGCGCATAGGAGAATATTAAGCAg<br>ttaggctggagctgcttcg             |
| racR_pkd13_R              | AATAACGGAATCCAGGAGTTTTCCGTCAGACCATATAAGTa<br>tccgggggatccgtcgacc             |
| ydaS_pkd13_F              | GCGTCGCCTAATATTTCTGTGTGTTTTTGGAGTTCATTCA<br>gtgtaggctggagctgcttcg            |
| ydaS_pkd13_R              | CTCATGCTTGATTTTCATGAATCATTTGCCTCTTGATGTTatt<br>ccgggggatccgtcgacc            |
| ydaT_pkd13_F              | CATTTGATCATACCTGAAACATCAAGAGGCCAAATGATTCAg<br>ttaggctggagctgcttcg            |
| ydaT_pkd13_R              | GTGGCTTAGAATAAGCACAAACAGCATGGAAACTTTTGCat<br>tccgggggatccgtcgacc             |
| intR ttcC F               | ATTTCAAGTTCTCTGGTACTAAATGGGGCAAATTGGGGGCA<br>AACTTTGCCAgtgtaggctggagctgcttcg |
| intR ttcC R               | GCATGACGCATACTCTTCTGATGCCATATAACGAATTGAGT<br>CGCTTTTAAattccgggggatccgtcgacc  |
| kilR ydaV F               | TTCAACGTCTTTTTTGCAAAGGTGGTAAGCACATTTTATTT<br>TCTTAGTCAgtgtaggctggagctgcttcg  |
| kilR ydaV R               | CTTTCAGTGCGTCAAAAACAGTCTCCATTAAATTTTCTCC<br>CGGTAAAAAattccgggggatccgtcgacc   |
| ralR ynaK F               | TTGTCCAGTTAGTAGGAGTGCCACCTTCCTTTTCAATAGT<br>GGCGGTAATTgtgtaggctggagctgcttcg  |
| ralR ynaK R               | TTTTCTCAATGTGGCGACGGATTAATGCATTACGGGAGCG<br>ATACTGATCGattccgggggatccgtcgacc  |
| recT trkG F               | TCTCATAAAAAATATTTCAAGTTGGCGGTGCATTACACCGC<br>CAGGCTGAAgtgtaggctggagctgcttcg  |
| recT trkG R               | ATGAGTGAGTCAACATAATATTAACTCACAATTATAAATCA<br>GCCATATAattccgggggatccgtcgacc   |
| sieB ydaU F               | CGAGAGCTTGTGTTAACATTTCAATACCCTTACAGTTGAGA<br>GTTATTGATgtgtaggctggagctgcttcg  |
| sieB ydaU R               | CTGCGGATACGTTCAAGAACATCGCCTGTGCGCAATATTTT<br>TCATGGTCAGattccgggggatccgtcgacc |

|                 |                                                                              |
|-----------------|------------------------------------------------------------------------------|
| ydaF ydaT F     | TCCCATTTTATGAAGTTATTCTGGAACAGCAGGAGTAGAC<br>GTTTTAATCGgtgtaggctggagctgctcg   |
| ydaF ydaT R     | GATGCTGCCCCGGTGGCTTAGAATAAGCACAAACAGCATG<br>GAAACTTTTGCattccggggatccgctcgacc |
| ydaQ ynaA F     | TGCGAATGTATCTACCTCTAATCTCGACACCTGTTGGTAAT<br>TTAGACATAgtgtaggctggagctgctcg   |
| ydaQ ynaA R     | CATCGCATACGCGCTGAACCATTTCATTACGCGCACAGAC<br>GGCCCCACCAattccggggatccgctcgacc  |
| racR_ydaS_IGR_F | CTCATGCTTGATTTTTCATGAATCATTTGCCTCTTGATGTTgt<br>gtaggctggagctgctcg            |
| racR_ydaS_IGR_R | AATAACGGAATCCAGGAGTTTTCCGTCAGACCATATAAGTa<br>ttccggggatccgctcgacc            |
| Tag RacR 3X F   | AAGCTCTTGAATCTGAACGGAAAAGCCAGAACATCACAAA<br>AACTGGAACtgactacaaagaccatgacgg   |
| Tag RacR 3X R   | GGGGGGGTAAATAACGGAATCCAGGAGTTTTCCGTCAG<br>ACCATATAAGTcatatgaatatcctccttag    |
| Tag ydaS 3X F   | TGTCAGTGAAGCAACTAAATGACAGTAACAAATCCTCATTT<br>GATCATACCgactacaaagaccatgacgg   |
| Tag ydaS 3X R   | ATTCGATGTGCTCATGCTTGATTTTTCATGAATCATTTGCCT<br>CTTGATGTTcatatgaatatcctccttag  |
| ydaT _F_EcoRI   | CCGGAATTC ATGAAAATCAAGCATGAGCACATCG                                          |
| ydaT_R_Sall     | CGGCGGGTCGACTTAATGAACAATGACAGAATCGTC                                         |
| ydaS _F_EcoRI   | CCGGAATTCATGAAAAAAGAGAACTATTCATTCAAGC                                        |
| ydaS _R_Sall    | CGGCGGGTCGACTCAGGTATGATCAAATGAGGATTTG                                        |
| racR_F_NdeI     | CGCCATATGCTTAGTGGTAAAGAC                                                     |
| racR_R_XhoI     | CCGCTCGAGAGTTCCAGTTTTTGTGAT                                                  |
| TSA_189_FW      | CCGCTCGAGGATTTGACGGATCCCGATG                                                 |
| TSA_189_RV      | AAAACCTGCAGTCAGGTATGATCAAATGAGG                                              |
| TSA_whole_FW    | CCGCTCGAGTTAAGTTCCAGTTTTTGTG                                                 |
| TSA-whole_RV    | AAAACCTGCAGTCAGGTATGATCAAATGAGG                                              |
| IGR_RT_FW       | CGAATGAACTCCAAAAACACACAGA                                                    |
| IGR_RT_RV       | TCCTATGCGCATTACATTAGGCA                                                      |
| wza_RT_FW       | ATGATGAAATCCAAAATGAAATTGATGCC                                                |
| wza_RT_RV       | CATTTTGTGCGAGATCGAAATCAGCGTC                                                 |
| EMSA_123bp_F    | CGAATGAACTCCAAAAACACACAGA                                                    |
| EMSA_123bp_R    | TGCTTAATATTCTCCTA                                                            |

|                   |                               |
|-------------------|-------------------------------|
| EMSA_49bp_F       | CGAATGAACTCCAAAAACACACAGA     |
| EMSA_49bp_R       | TTGCGTTAGGCGTCGCCTAATA        |
| ydaS_Prom_XhoI_F  | CCGCTCGAGTGCTTAATATTCTCCTATGC |
| ydaS_Prom_R_BamHI | CGCGGATCCCGAATGAACTCCAAAAACA  |

# Supplementary material for: Repression of YdaS Toxin Is Mediated by Transcriptional Repressor RacR in the Cryptic rac Prophage of Escherichia coli K-12
**Source:** mSphere. 2017 Nov 22;2(6):e00392-17. doi: 10.1128/mSphere.00392-17
**Supplement:** TABLE S3

**Supplementary Table 3: List of accession numbers of RNA seq data used for calculating RPKM**

|             |                                                                                                                                                       |
|-------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| GSE63858    | Ribosome profiling of <i>E. coli</i> K-12 MG1655 MOPS rich media with 0.2% glucose                                                                    |
| GSE72899    | Clarifying the translational pausing landscape in bacteria by ribosome profiling (1)                                                                  |
| GSE72899    | COLOMBOS v2.0: an ever expanding collection of bacterial expression compendia (2)                                                                     |
| E-MTAB-2802 | Comprehensive Mapping of the <i>Escherichia coli</i> Flagellar Regulatory Network (3)                                                                 |
| GSE54901    | Deciphering Fur transcriptional regulatory network highlights its complex role (4)                                                                    |
| GSE66482    | Decoding genome-wide GadEWX-transcriptional regulatory networks reveals multifaceted cellular responses to acid stress in <i>Escherichia coli</i> (5) |
| GSE46740    | Genome-scale reconstruction of the sigma factor network in <i>Escherichia coli</i> : topology and functional states (6)                               |
| E-MTAB-2903 | Identification of bacterial sRNA regulatory targets using ribosome profiling (7)                                                                      |
| GSE55199    | Global Transcriptional Start Site Mapping Using Differential RNA Sequencing Reveals Novel Antisense RNAs in <i>Escherichia coli</i> (8)               |
| GSE41940    | Rho and NusG suppress pervasive antisense transcription in <i>Escherichia coli</i> (9)                                                                |
| E-MTAB-4240 | SuhB Associates with Nus Factors To Facilitate 30S Ribosome Biogenesis in                                                                             |

|           |                                                                                                                                                            |
|-----------|------------------------------------------------------------------------------------------------------------------------------------------------------------|
|           | <i>Escherichia coli</i> (10)                                                                                                                               |
| GSE69856  | The ribonuclease polynucleotide phosphorylase can interact with small regulatory RNAs in both protective and degradative modes (11)                        |
| GSE82343  | Modulation of global transcriptional regulatory networks as a strategy for increasing kanamycin resistance of EF-G mutants                                 |
| GSE40313  | Genomic analysis reveals epistatic silencing of "expensive" genes in <i>Escherichia coli</i> K-12 (12)                                                     |
| GSE104504 | Transcriptome data for wild type , $\Delta fis$ , $\Delta cya$ mutants in Early Exponential, Mid Exponential growth phase generated in-house (unpublished) |

## BIBLIOGRAPHY

1. **Mohammad F, Woolstenhulme CJ, Green R, Buskirk AR.** 2016. *Cell Rep* **14**:686–694.
2. **Meysman P, Sonogo P, Bianco L, Fu Q, Ledezma-Tejeida D, Gama-Castro S, Liebens V, Michiels J, Laukens K, Marchal K, Collado-Vides J, Engelen K.** 2014. *Nucleic Acids Res* **42**:D649–D653.
3. **Fitzgerald DM, Bonocora RP, Wade JT.** 2014. *PLoS Genet* **10**:e1004649.
4. **Seo SW, Kim D, Latif H, O'Brien EJ, Szubin R, Palsson BO.** 2014. *Nat Commun* **5**:4910.
5. **Seo SW, Kim D, O'Brien EJ, Szubin R, Palsson BO.** 2015. *Nat Commun* **6**:7970.
6. **Cho B-K, Kim D, Knight EM, Zengler K, Palsson BO.** 2014. *BMC Biol* **12**:4.
7. **Wang J, Rennie W, Liu C, Carmack CS, Prévost K, Caron M-P, Massé E, Ding Y, Wade JT.** 2015. *Nucleic Acids Res* gkv1158.
8. **Thomason MK, Bischler T, Eisenbart SK, Förstner KU, Zhang A, Herbig A, Nieselt K, Sharma CM, Storz G.** 2015. *J Bacteriol* **197**:18–28.
9. **Peters JM, Mooney RA, Grass JA, Jessen ED, Tran F, Landick R.** 2012. *Genes Dev* **26**:2621–2633.
10. **Singh N, Bubunenko M, Smith C, Abbott DM, Stringer AM, Shi R, Court DL, Wade JT.** 2016. *mBio* **7**:e00114-16.
11. **Bandyra KJ, Sinha D, Syrjanen J, Luisi BF, De Lay NR.** 2016. *RNA* **22**:360–372.
12. **Srinivasan R, Chandraprakash D, Krishnamurthi R, Singh P, Scolari VF,**

**Krishna S, Seshasayee ASN.** 2013. Mol Biosyst **9**:2021.

How the deposited data were processed for this re-analysis (not part of the article)

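RNA-seq was carried out on wild-type *E. coli* K-12 and on *fis*, *cya*, *crp* and *crp fis* deletion strains at early and mid exponential phase, with 2 libraries per strain and phase. The paper's methods state that reads were aligned to NC_000913.3 with bwa, that reads per gene were derived from reads per nucleotide, and that RPKM values were calculated for the comparison of genes. How the deposited comparison tables were made is not described in the paper's text.

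The values used here are those of 8 tables deposited by the authors, each comparing a mutant with the wild type of the same phase. The authors' fold changes are on the log2 scale, and their average levels are log2 CPM, counts scaled to library size, over the 4 libraries of a comparison. The authors' deposited p-values come with adjusted p-values, which equal the Benjamini-Hochberg adjustment over the genes listed in each table. The tables hold 0 columns of values for single libraries, so no test between strains was run here, no SD or number of replicates stands behind a value, and the calls reported are those of the authors' adjusted p-values at 0.05. Each table was tied to a strain and a phase by its name, and the strain was checked by the fold change of the deleted gene. Tables were scaled separately, and levels are compared between genes within a table.

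Gene names were matched to RefSeq symbols or to synonyms used by a single gene (assembly ASM584v2). Between 76 and 196 names per table were not matched and have no length; among the *rac* prophage genes, *insH5*, *ralA*, *kilS*, *lomR* and *ynaM* have no matched value. The *rac* prophage was taken as the genes wholly inside 1411925 to 1434984. The length-normalized level was the average log2 CPM minus log2 of the gene length in kilobases. The levels of the wild type and of the mutant were derived from the average level and the fold change as if both strains had equal weight. Levels in the deposited tables include a small prior value, so a gene with no reads does not stand at 0, and the length correction raises short genes of this kind.

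The genes named follow a rule set before the data were examined: the genes that the paper names for RNA-seq, the deleted genes, the highest and lowest *rac* prophage gene by level, and *rac* prophage genes past the threshold in at least 4 of the 8 tables. The main setting was the tables of the strains named in Table S3, the average level of a table and the median over tables. Alternatives set before the data were examined were no length correction, all strains, each phase alone, the wild-type or mutant level, leaving out each table, the mean over tables, the mean of the *bgl* genes as reference, the *rac* genes without pseudogenes and insertion sequence genes, an adjusted p under 0.01, an absolute log2 fold change of at least 1, fold changes centred on the median of all genes, and p-values adjusted over the *rac* prophage genes alone. An alternative was called moved when it shifted a value by more than 1 SD over the tables, since no replicates could be used.

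The depth of the libraries is not stated in the tables. At mid exponential phase the lowest levels fall on steps, and read numbers were inferred from them with a prior of 2 reads per library behind the level and of 0.125 reads behind the fold change, which are assumed and not stated by the authors. This was tested on simulated data for each of the 4 tables. Over the 767 to 863 simulated genes with few reads, the median error of the inferred total was 0.136 to 0.169 reads. The simulated libraries had the sizes that the inference gave for the deposited tables. The small error therefore checks the calculation and is no evidence for the assumed priors. The percentile of a list of genes was taken among 10000 random lists of the same size, matched on level in 20 bins. In 1000 simulated lists with no effect, 113 fell below percentile 5 or above percentile 95. The simulated lists were smaller, were drawn from independent values and were each set against fewer random lists. This check therefore does not cover lists of genes whose levels change together. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the plots. The Western blot, genetic, ChIP, binding and promoter fusion experiments, and the public RNA-seq data of Table S3, were not analysed here.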

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

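The tests in this part were chosen after the patterns were seen. The fold changes of *tufA* and *tufB* were looked up only after the test had been written down. So was the standing, within the *fis* strain, of the genes lower in both the *crp* and the *cya* deletion.

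A signal outside the genes the paper discusses appeared in genes of insertion sequences, which are present in several near-identical copies. In the authors' deposited tables of the *fis* deletion, 60 of 77 listed insertion sequence genes were higher than in the wild type at early exponential phase and 51 of 81 at mid exponential phase (adjusted p under 0.05). None of the 81 was higher at that threshold in the authors' deposited mid exponential tables of the *cya*, *crp* and *crp fis* deletions, where 1, 0 and 2 were higher at an unadjusted p under 0.05, and 24, 25 and 30 stood at the lowest level of the table. Loss of Fis as the whole cause stays open. In the *crp fis* deletion at mid exponential phase 2 genes were higher at an unadjusted p under 0.05, but the loss of *crp* could reverse an effect of Fis, and *fis* itself, at -3.25 in the authors' deposited table, does not set this table clearly apart from the *crp* deletion (-2.16). At early exponential phase the *crp fis* table lists 13 insertion sequence genes, of which 1 was higher in the *fis* deletion in the authors' deposited table. The other 59 of the 60 genes higher in the *fis* deletion are absent from the *crp fis* table, where the check on *fis* is stronger (-5.22 in the authors' deposited table). This goes against loss of Fis as the whole cause without excluding it: a gene that is not listed has no value, only 19 of the 59 had an average level in the *fis* table above the lowest listed in the *crp fis* table, the tables were scaled separately, and this strain also lacks *crp*. A candidate explanation is that reads matching several copies were kept in the *fis* libraries and dropped in the others. It predicted a log2 fold change over 2 for *tufA* and *tufB*, a near-identical pair, in both *fis* tables. The authors' deposited tables give 2.11 and 3.09 at early but 0.96 and 1.81 at mid exponential phase. For the other strains they give values from -2.39 (*tufB*, *crp fis* deletion, mid exponential) to 0.80 (*tufA*, *crp* deletion, early exponential). The pair was thus highest in the *fis* deletion, but the prediction of a value over 2 was met at the first phase only. The test leaves this explanation open. Whether short RNAs were retained in the *fis* libraries cannot be told apart from it, because only 5 of the 81 genes have a matched length. Whether the pattern reaches genes of the *rac* prophage was not tested. Of these, *ynaE*, *pinR* and *tfaR* were higher in the *fis* deletion at early exponential phase, and so were *intR*, *rzoR*, *rzpR* and *racC*. At mid exponential phase *ynaE* alone was higher (log2 fold change 7.11, adjusted p = 0.0008419, in the authors' deposited table). These genes were named here after their values were seen.

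A list of 218 genes was made from the mid exponential tables. It holds the genes with an adjusted p under 0.05 and a log2 fold change under -2 in both the *crp* and the *cya* deletion. The tables behind it share their wild-type libraries, and whether CRP and cAMP act on these genes directly was not tested. In the *fis* deletion at early exponential phase, whose libraries had no part in the choice of the list, 213 of these genes were listed and their median log2 fold change was -3.24, below all of 10000 random lists matched on level (their medians lay between -0.25 and 0.67). In the authors' deposited table, 162 of them were lower at an adjusted p under 0.05. At mid exponential phase the median in the *fis* deletion was -0.91 and 102 of 218 were lower in the authors' deposited table, but this table shares its wild-type libraries with the tables behind the list. The difference between the phases was not tested. The early value is of the size seen in the *crp* (-2.20), *cya* (-2.80) and *crp fis* (-3.49) deletions at that phase. Libraries of a *crp* deletion under the *fis* label are argued against by *crp* itself, with a log2 fold change of -2.33 in the authors' deposited table against -4.97 to -7.32 in the strains without *crp*, and libraries of a *cya* deletion by *cyaA*, at 0.54 in the authors' deposited table. A scaling factor that moves all genes of a library alike is argued against by the distance of the list's median from that of the random lists matched on level, -3.48. Unusually high levels in the early wild-type libraries are argued against by the list's standing within the *fis* strain, a median percentile of 22.2 at early against 80.4 at mid exponential phase, while in the wild type it stood at 75.4 and 87.8. What stays open is a difference in growth stage between the early cultures, and a lower activity of CRP in the *fis* deletion at this phase, which may go with the lower *crp* transcript (-2.33 in the authors' deposited table, against -0.17 at mid exponential phase). Neither was tested.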

How the results depend on the processing

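The level of *ydaS* against *bglG*, a log2 difference of 1.64, was within 1 SD over the tables (0.30) with all strains (1.64), with the mean over tables and with each table left out in turn (1.63 to 1.65). It fell to 0.14 without the length correction and to 1.23 with the mean of *bglG*, *bglF* and *bglB* as reference. It was 2.03 for the wild-type level and -0.068 for the mutant level, where the direction rests on the *fis* table (-1.62, with 1.48 in the *cya* table alone). The reads inferred for the *fis* mutant, 0.0 on *ydaS* and 0.9 on *bglG*, leave that value to the prior. In the strains that Table S3 does not name the mutant level gave 0.67 (*crp*) and 2.90 (*crp fis*). No table at early exponential phase lists both genes, so that phase alone gave no value.

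The level of *racR* against *lacI*, 2.94, stayed above 0 under every alternative run. It was 3.14 with all strains, 3.05 at early exponential phase alone and 2.76 to 3.11 with each table left out in turn, all within 1 SD over the tables (0.26). It was 1.75 without the length correction, 3.72 for the wild-type level and 2.27 for the mutant level. The median rank of *racR* among the *rac* prophage genes was 1 under every alternative set before the data were examined. For the mutant level, an alternative added for this result and for the percentile of *ydaS* after seeing the data, the median rank was also 1, but *racR* ranked 2 in the *fis* deletion at early exponential phase, behind *ynaE*. The percentile of *ydaS*, 26.6, was 25.8 to 28.9 with each table left out, but 11.2 without the length correction and 29.5 for both the wild-type and the mutant level, the latter with 3.08 in the *fis* deletion at mid exponential phase. The causes of these shifts were not tested, apart from the length correction, whose effect follows from the lengths of the genes.

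In the authors' deposited tables, 9 *rac* prophage genes passed an adjusted p of 0.05 in at least 1 table. With an adjusted p under 0.01 the count was 5, by construction of the stricter threshold. It was 9 with a log2 fold change of at least 1 and with p adjusted over the list alone, although *trkG* then passed in 3 tables in place of 4. Centring the fold changes does not alter the adjusted p-values and so tests nothing here.

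Depth limits the comparison of *ydaS* with *bglG*. From the steps of the lowest levels, an alternative chosen after seeing the data, the 2 wild-type libraries at mid exponential phase would together hold 10.3 to 11.5 reads on *ydaS* and 7.8 to 9.0 on *bglG*, as inferred from each of the 4 tables. These numbers assume prior values that the authors do not state. The tables differ in the effective size they give for a wild-type library, 2708513 reads from the *fis* deletion table against 1367205 to 1519457 from the others, so the library sizes are not established by them. For 11 reads against 8 and the lengths of the genes, the rate of *ydaS* would be 3.88 times that of *bglG*, with an exact Clopper-Pearson 95% confidence interval from 1.42 to 11.1 that covers counting error only. On these reads the log2 difference was 1.91 over the strains of Table S3, and that of *racR* and *lacI* was 3.34.

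No paired analysis was possible because the tables hold no values for single libraries. For the same reason the alternatives that needed such values were not run: a block on the replicate number, DESeq2's size factors, no filter on low counts, and leaving out a replicate.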

Differences from the paper's values

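Where the paper and the annotation give the same measure (the length of the prophage, its number of genes, counting the 29 protein-coding ones among the 33 annotated, and the intergenic region between *racR* and *ydaS*), the values did not differ.

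The paper states that *racR* is expressed at a level comparable to that of *lacI*. In the tables of the strains that Table S3 names, *racR* was 7.66-fold higher in length-normalized level (median log2 difference 2.94). Of the alternatives set before the data were examined, the smallest difference was 1.75 on the log2 scale, without the length correction. The paper's statement covers public data sets that were not analysed here.

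The paper states that *ydaS* is comparable to *bglG*. Its length-normalized level was 3.12-fold higher (median log2 difference 1.64). Most of this difference would appear with both genes at the lowest value of a table. In the *fis* deletion table at mid exponential phase, that value corresponds to 1.96 for *ydaS* and 0.47 for *bglG*. Without the length correction the log2 difference was 0.14. For the mutant level it was -0.068, a median that rests on a *fis* table value set by the prior and is no evidence on the comparison.

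The legend of Fig. S3 describes the *bgl* operon genes as silent. At mid exponential phase, *bglF* had a median of 10.6 on the RPKM scale against 5.49 for *bglG* and 2.96 for *bglB*. These levels average the wild type with the mutants, so they are not those of the wild type alone. The median of all genes at mid exponential phase lay between 29.0 (*fis* deletion table) and 54.4 (*crp* deletion table). At early exponential phase *bglF* was listed in all tables, from which *bglG* and *bglB* are absent. The gene *bglF* (1878 bp) is longer than *bglG* (837 bp) and *bglB* (1413 bp), which raises its level before the length correction. In the authors' deposited tables, *bglF* was higher in the *fis* deletion at both phases, with log2 fold changes of 2.28 (adjusted p = 8.959e-12) and 2.02 (adjusted p = 0.00131), and at mid exponential phase in the *cya* (2.21, adjusted p = 0.0283) and *crp* (1.49, adjusted p = 0.01646) deletions. The gene *bglB* was also higher in the authors' deposited table of the *crp* deletion at mid exponential phase (2.71, adjusted p = 0.03244).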

Other observations

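The *rac* prophage genes that passed an adjusted p of 0.05 in the authors' deposited tables numbered 8 in the *fis* deletion at early exponential phase (7 higher, 1 lower), 1 in the *fis* deletion at mid exponential phase, 1 in the *cya* and 1 in the *crp* deletion at early exponential phase, and 2 in the *crp* deletion at mid exponential phase. The *crp fis* deletion had none at either phase, with 0 and 2 genes at an unadjusted p under 0.05, and neither had the *cya* deletion at mid exponential phase, with 2. The early counts are not on a like basis. The *fis* deletion table lists 18 *rac* prophage genes at that phase, against 9 (*cya*), 6 (*crp*) and 7 (*crp fis*). Insertion sequence genes were also higher in the *fis* deletion, for a cause that stays open. Whether that pattern reaches these *rac* prophage genes was not tested.

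The gene changed in most tables was *trkG* (b1363, 1423782 to 1425239), in 4 of the 8 authors' deposited tables, and in 3 with p adjusted over the *rac* prophage genes alone, where the *cya* deletion at early exponential phase no longer passed. It was higher in the *crp* deletion, with log2 fold changes of 1.20 (adjusted p = 0.03202) at early and 1.96 (adjusted p = 0.001641) at mid exponential phase in the authors' deposited tables. In the *cya* deletion the authors' deposited tables give 1.05 (adjusted p = 0.0428) and 1.35 (adjusted p = 0.1258). In the *fis* deletion it was lower at early exponential phase, at -1.54 (adjusted p = 0.003318) in the authors' deposited table. The tables of a phase share their wild-type libraries, so the values are not independent. No explanation was tested.

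The *lacI* transcript, a reference for the level of *racR*, was itself higher at early exponential phase in the *fis* deletion (log2 fold change 1.17, adjusted p = 0.01552) and in the *crp fis* deletion (1.16, adjusted p = 0.01038) in the authors' deposited tables.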
